A study of Mus musculus with 8 samples. Its data were reported in "Epigenetic inheritance is unfaithful at intermediately methylated CpG sites" (2023).

How the data were processed

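Genomic DNA of 4 control and 4 DKO cultures of primary MEFs was profiled by tcBS-seq. The DKO cultures were exposed to TAT-Cre for 8 h, again 48 h after the start of the first exposure, and collected 72 h after the second exposure. The line letter in the labels names the embryo-derived culture, so libraries with the same letter are matched. Calls on the sex chromosomes were used to check this: outside the shared end of chromosome Y, control A and DKO A had 222 and 221 Y calls per 1000000 autosomal calls and control C and DKO C had 225 and 218, while the libraries of B and D had 2.57 to 3.77, so the matched libraries had the same sex chromosomes.

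The authors trimmed the reads, aligned them with Bismark to mm10, dropped reads of mapping quality under 10, filtered read ends by methylation bias and summed both strands of each CpG. Whether PCR duplicates were removed is not said in the study's methods; its public analysis code was not used here. The deposited values are whole-number counts of unmethylated and methylated calls per CpG and library, without normalization, in 1 table per library. Copies of a molecule would make calls less independent than a binomial test assumes, and a mapping filter thins repeats.

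Positions were matched to the GRCm38 reference sequence, the assembly that mm10 names. Of the sites tested, 1977 were not CpGs in the reference, and none of them was called by Fisher's exact test. CpGs were kept on autosomes with at least 10 calls in all 8 libraries. The methylation level is the percentage of methylated calls. Groups U, I and M came from k-means with 5 clusters on the 8 levels. The starting points and stopping rule of the study's k-means are not given in its methods, and the group sizes here differ from those of the study, so values per group refer to the groups made here. The total count per library ran from 107364171 to 291244470 calls, and the median depth per tested CpG from 34 to 94.

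Libraries were grouped by the labels. Per-library means were compared by exact two-sided permutation over the 70 ways of choosing 4 of 8 libraries, where the smallest possible p is 0.0286. With line as a block, sign flips within 4 lines cannot go below 0.125, so that test could not reach 0.05. CpGs were tested by two-sided Fisher's exact test on calls summed over the libraries of a condition, with Benjamini-Hochberg adjustment, and by limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on log2((methylated + 1)/(unmethylated + 1)) with line as a block. Sums of squares of line and condition were taken per CpG on percent methylation and averaged. The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

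The CpGs named in the report are the 5 largest rises and the 5 largest falls in mean methylation among CpGs with q under 0.01 and the same sign in all 4 lines, with at most 1 CpG per 1 kb. Genes and features came from the GENCODE M21 basic annotation, with promoters as the 1000 bp before a transcript start; for an intergenic CpG the nearest gene that the annotation types as protein-coding is given. The targeted exons are those the study names, numbered in the transcripts Dnmt3b-202 and Dnmt3a-201.

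Alternatives set before the data were examined were coverage minimums of 5 and 20 calls, all chromosomes, leaving out each line, thinning to 10 calls, weighting by depth, other definitions of the groups, a Cochran-Mantel-Haenszel test stratified by line, other thresholds, and for limma no block, a pseudocount of 0.5, depth weights, 1 kb tiles with at least 3 CpGs and percent methylation. With a line left out, the CpGs and the groups stayed as they were. The arcsine scale with depth weights for limma, groups set from the DKO libraries, and the stratified test divided by the residual dispersion were chosen after seeing the data.

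Each test was tested on simulated data: binomial draws at the real depth of 2085101 CpGs, with 200 CpGs each changed by 15, 30 and 45 points. Fisher's exact test recovered 38, 160 and 193 of the 200 changes, with 2 false calls. The stratified test recovered 29, 152 and 191, with 2 false calls. limma with equal weights recovered 0 at each size, and with depth weights 20, 141 and 177. The simulated draws hold no spread between libraries beyond counting error. All changed CpGs were drawn from those with a pooled level between 40% and 60%, so recovery at lower or higher levels was not measured.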

Results

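DNA methylation was measured by target capture bisulfite sequencing (tcBS-seq) in primary mouse embryonic fibroblasts (MEFs), the connective tissue cells that grow out of a dissociated embryo. In tcBS-seq, probes pull down selected parts of the genome, bisulfite turns unmethylated cytosines into bases read as T, and each read over a CpG gives 1 methylated or unmethylated call. The 4 MEF lines, A to D, came from embryos in which loxP sites flank exons of both copies of Dnmt3a and Dnmt3b, the genes of the de novo methyltransferases. Each line gave 1 control library, from untreated cells, and 1 DKO (double knockout) library, from cells exposed 2 times to TAT-Cre, a cell-permeable recombinase that cuts out DNA between loxP sites. The 8 libraries therefore form 4 controls and 4 DKOs in 4 matched pairs.

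The control libraries held 291244470 calls in line A, 162154972 in B, 131738735 in C and 136037221 in D. The DKO libraries held 107364171 calls in line A, 118413061 in B, 109985750 in C and 181787280 in D. Across the 2085101 autosomal CpGs with at least 10 calls in every library, which are 9.54% of the CpGs in the genome assembly, the median depth ran from 34 calls per CpG in DKO A to 94 in control A. At 34 calls, a CpG measured at 50% has a 95% Wilson interval from 34.1% to 65.9%, and at 94 calls the interval runs from 40.1% to 59.9%. These intervals cover counting error only, since reads copied by PCR are not independent molecules.

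The first comparison asked whether the targeted exons were lost from the DKO libraries. Calls in the interval from exon 16 to exon 19 of Dnmt3b (transcript Dnmt3b-202, gene ENSMUSG00000027478.15; mm10 chromosome 2, 153675729 to 153677659, plus strand) were counted over 32 CpGs. They made up 12.4 ± 0.792 per 1000000 autosomal calls in controls and 1.29 ± 0.708 in DKOs (SD, n = 4 each; exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allows). The share kept in the DKO relative to the control of the same line was 7.88% in A, 8.00% in B, 6.54% in C and 19.8% in D. Without line D the mean share kept was 7.47%, against 10.5% over all 4 lines, and scaling by calls elsewhere in the gene gave 11.2%. In a scan of 2369007 CpGs for stretches where depth fell in every line, the longest run held 24 CpGs and spanned 153675639 to 153677602 on chromosome 2, with a mean log2 ratio of -3.50. It covers most of this interval, while the next longest run held 16 CpGs.

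**Figure D1:**
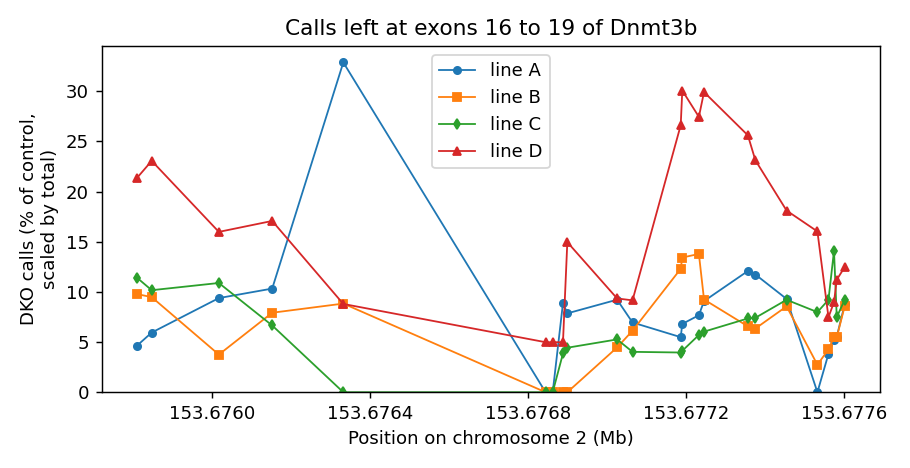
Calls in each DKO library at CpGs between exons 16 and 19 of Dnmt3b, in percent of the control of the same line after scaling by total autosomal calls (vertical axis), against mm10 position on chromosome 2 in Mb (horizontal axis). Each point is 1 CpG in 1 line, and line D lies above the other 3 lines at 19 of the 23 CpGs drawn.

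At exon 18 of Dnmt3a (transcript Dnmt3a-201, gene ENSMUSG00000020661.15; mm10 chromosome 12, 3902381 to 3902471, plus strand) only 2 CpGs had calls. The controls had 50, 13, 6 and 8 calls there in lines A, B, C and D. The DKO libraries had 2 calls in A, 0 in B, 1 in C and 0 in D. Per 1000000 autosomal calls, controls had 0.0914 ± 0.0580 and DKOs 0.00708 ± 0.00909 (SD, n = 4 each; exact two-sided permutation test, p = 0.0286). At this depth a count of 0 still allows a kept share of up to 31.6% in B and 28.05% in D, taking 3 calls as the limit. This limit covers counting error only and takes the control calls as exact. Both CpGs lie in 1 exon, where a single read or its PCR copies can give several calls, so the true limit is higher.

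The main question of the design was whether methylation changes in cells that lose DNMT3A and DNMT3B. Mean methylation over the 2085101 CpGs was 39.96% ± 0.0945 in controls and 39.98% ± 0.207 in DKOs (SD, n = 4 each). The difference, DKO minus control, was 0.0241 percentage points, less than the SD of 0.127 between the differences of the 4 lines, and was not significant (exact two-sided permutation test over 70 assignments, p = 0.8286). It was positive in lines C and D and negative in A and B. Weighting each CpG by its depth moved it most, to -0.141 points, where the SD between the differences of the lines was 0.297 points (exact permutation p = 0.514, n = 4 each). Weighted in the same way, U, I and M differed by 0.0157, 0.127 and 0.104 points, so the sign over all CpGs came from the shares of the calls that fell in each group. The weighted difference was largest in line D, at -0.533 points, and was positive in A, at 0.184 points. Leaving out line C turned the unweighted difference to -0.0323 points.

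CpGs were then split by k-means clustering on the 8 methylation levels. The lowest of 5 clusters formed group U (unmethylated, 929085 CpGs), the highest formed group M (methylated, 493703 CpGs), and the 3 between them formed group I (intermediate, 662313 CpGs). The groups carry the names used in the study, but its groups had other sizes, so they do not hold the same CpGs throughout. In group U, mean methylation was 2.90% ± 0.0448 in controls and 2.91% ± 0.0898 in DKOs, a difference of 0.0135 points (exact permutation p = 0.8286, n = 4 each). In group I it was 53.0% ± 0.200 in controls and 53.0% ± 0.439 in DKOs, a difference of -0.00958 points (exact permutation p = 0.886, n = 4 each). In group M it was 92.2% ± 0.177 in controls and 92.3% ± 0.184 in DKOs, a difference of 0.0894 points (exact permutation p = 0.514, n = 4 each). All 3 differences were smaller than the SD of the line differences, which were 0.106, 0.255 and 0.151 points for U, I and M. The sign in group I turned in several alternatives, such as 0.0198 points with at least 20 calls in every library. Other alternatives set the groups by cuts of the mean level at 10% and 90% in place of k-means. With cuts on all 8 libraries, U differed by 0.0185 points and M by 0.0929. With cuts on the control libraries alone, U rose by 0.176 points and M was lower by a difference of -0.682 points. Both had p = 0.0286 in the exact permutation test. With cuts on the DKO libraries, an alternative added after seeing the data, U had a difference of -0.145 points and M of 0.868 points.

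**Figure D2:**
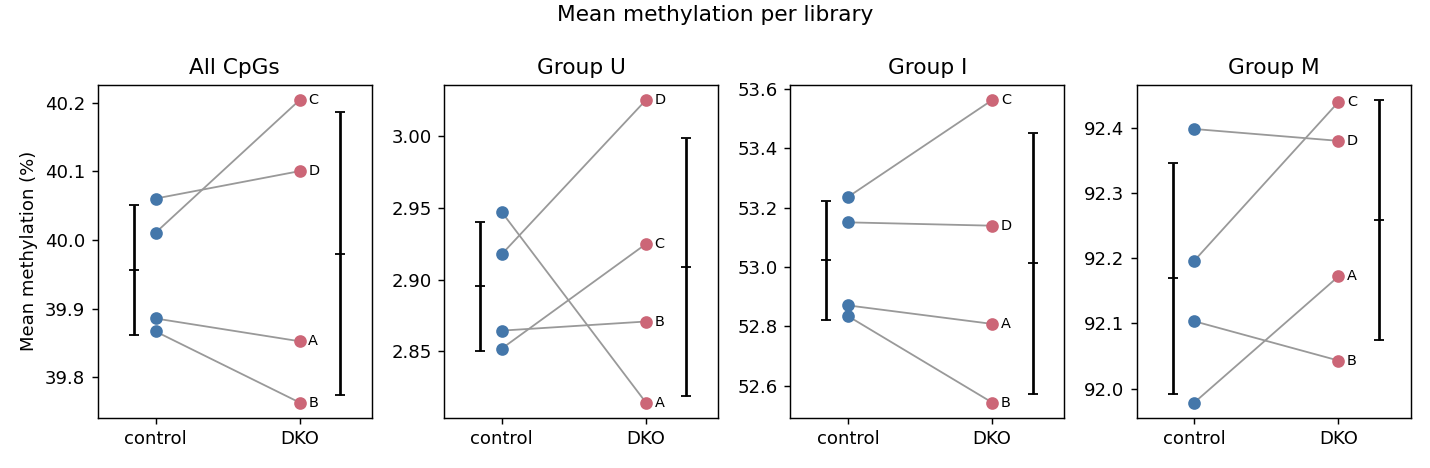
Mean methylation in percent (vertical axes, each with its own range that does not start at 0) of the control and DKO libraries over all CpGs and in groups U, I and M. Each point is 1 library, grey lines join the libraries of 1 MEF line, and black bars give the mean ± SD of 4 libraries; the bars of both conditions overlap in every panel.

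The share of CpGs with 10 to 90% methylation was 41.9% ± 0.139 in controls and 41.8% ± 0.159 in DKOs (SD, n = 4 each), a difference of -0.0869 points (exact permutation test, p = 0.486). Within the intermediate range the change was also looked at in 3 bins of the mean level. CpGs at 10 to 40% differed by -0.185 points, lower in 3 of 4 lines (exact permutation p = 0.486). CpGs at 40 to 60% differed by -0.0312 points (exact permutation p = 0.857), and those at 60 to 90% by 0.122 points (exact permutation p = 0.514). After Benjamini-Hochberg adjustment no smaller value can result, so none of these passed 0.05.

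At single CpGs the change was centred near 0. In group I the median difference was 0.0609 points and the middle 50% of CpGs lay between -4.14 and 4.18 points; 13.4% of group I CpGs differed by more than 10 points. In group U the middle 50% lay between -1.15 and 1.19 points, and in group M between -1.99 and 2.16 points.

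**Figure D3:**
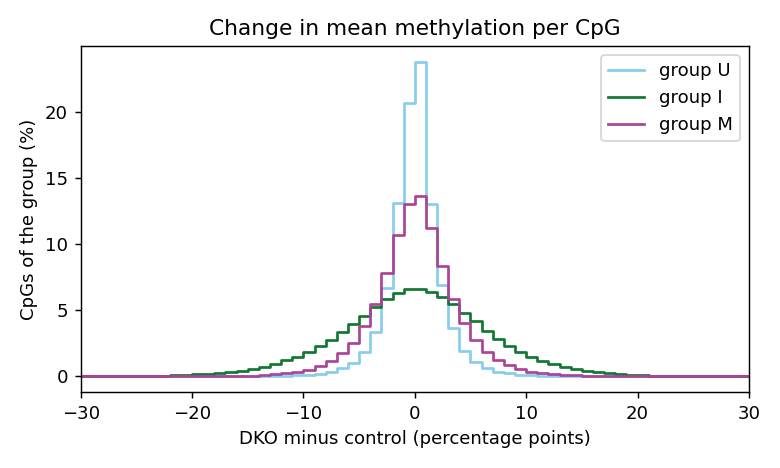
Share of the CpGs in each group (vertical axis, percent) by the DKO minus control difference of mean methylation over 4 libraries each (horizontal axis, percentage points, bins of 1 point). Groups U, I and M all centre near 0, with medians of 0, 0.0609 and 0.0843 points, and group I is the widest.

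Fisher's exact test on calls summed over the 4 controls and over the 4 DKOs called 1594 CpGs at a Benjamini-Hochberg q under 0.01, or 0.0764% of those tested. Of these, 791 were higher and 803 lower in the DKOs; the higher share was 49.6% (95% Wilson interval 47.2% to 52.1%). The balance moved with the setting: 575 were higher and 701 lower at a difference of at least 10 points, 4836 and 4359 at q under 0.05, and 1019 and 885 with all chromosomes. The median absolute difference of the called CpGs was 15.4 points, and 1440 of them (90.3%) had the same sign in all 4 lines, a share that selection on these same lines raises. Group I held 1157 of the calls (0.175% of its CpGs), group M 289 (0.0585%) and group U 148 (0.0159%). The balance of directions did not hold in every group. In group U 47 of the 148 calls were lower and 68.2% were higher (95% Wilson interval 60.4% to 75.2%). In group I 560 were higher and 597 lower (48.4% higher, interval 45.5% to 51.3%), and in group M 130 were higher and 159 lower (44.98% higher, interval 39.4% to 50.7%). Levels in U lie near 0, where falls have little room, so its share of rises need not reflect a shift upward. The Wilson intervals take CpGs as independent, although 77.0% of uncalled CpGs within 100 bp of a call had its sign. Called CpGs were deeper than the rest, with a median of 726.5 calls over the 8 libraries against 396. The pooled test takes each call as independent and does not see the spread between lines. Among tests on the full depth with all 4 lines, the count ran from 10 CpGs, when a test stratified by line was divided by the residual dispersion (an alternative added after seeing the data), to 9195 at q under 0.05. Leaving out line D lowered it to 686 CpGs, and leaving out A, B or C to between 915 and 1012. Of the 35 splits of the 8 libraries into 4 and 4, the 7 others that part every matched pair called 149 to 533 CpGs.

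**Figure D4:**
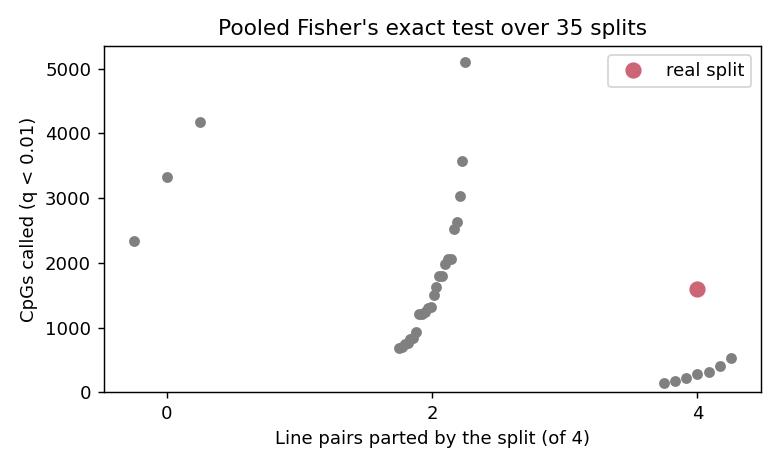
CpGs called by pooled Fisher's exact test at q < 0.01 (vertical axis) for each of the 35 splits of the 8 libraries into 4 and 4, by how many of the 4 matched pairs the split parts (horizontal axis). Each point is 1 split; the real split, with 1594 calls, lies above the 7 other splits that part all 4 pairs, which called 149 to 533, and below several splits that keep pairs together.

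Called CpGs were distributed over gene features much as other intermediate CpGs were. Among the 1157 calls in group I, 9.59% lay in promoters (95% Wilson interval 8.03% to 11.4%), 13.9% in exons, 43.9% in introns (41.1% to 46.8%) and 32.6% in intergenic sequence. The shares over all of group I were 10.8%, 14.6%, 41.8% and 32.8%, each within the interval of the calls.

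The CpGs named next were picked as the most extreme calls on these same libraries, so selection inflates their differences and q-values. Among CpGs called from 3 lines, mean differences of 17.9 to 19.9 points shrank to between 2.99 and 4.38 points in the line left out. The CpG with the largest rise among those changed the same way in every line lay on mm10 chromosome 6, 82891680 to 82891681, in intergenic sequence 20205 bp from Sema4f (ENSMUSG00000000627.15), with 37.9% ± 10.7 in controls and 82.8% ± 4.33 in DKOs (SD, n = 4 each; Fisher's exact test on pooled calls, q = 4.4e-06). It had 166 control and 94 DKO calls, and the 2 tested CpGs next to it differed by a mean of 4.99 points. The third largest rise lay on chromosome 2, 4958383 to 4958384, 17739 bp from Ucma (ENSMUSG00000026668.10), from 21.7% ± 13.8 to 62.2% ± 6.39 (SD, n = 4 each; Fisher's exact test on pooled calls, q = 1.2e-08). The other rises lay near Mark1 (intergenic, 42.2 points), in an intron of Zfand4 (36.7 points) and in an intron of Gm15723 (36.2 points). At Mark1 the control SD was 29.6 points and q was 0.00692, which rose to 0.0109 in the test stratified by line. The tested CpG within 100 bp of the Ucma rise went the other way, by -5.14 points. Those near the Mark1 and Gm15723 rises differed by 0.889 and 17.0 points, and Zfand4 had none. Next to the falls given below the values were -12.1 to -1.69 points, with none next to Cbfa2t2.

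The largest fall lay in an intron of Nrap (ENSMUSG00000049134.15; chromosome 19, 56336042 to 56336043), from 87.8% ± 8.21 in controls to 44.7% ± 8.88 in DKOs (SD, n = 4 each; Fisher's exact test on pooled calls, q = 2.4e-05), with 121 control and 80 DKO calls. The next falls lay in intergenic sequence near Hmcn1 (-42.5 points), in an intron of Cbfa2t2 (-39.1 points), in intergenic sequence whose nearest protein-coding gene in the annotation was Gm26897 (-39.1 points, 101848 bp away), and in introns of the overlapping genes Blcap and Nnat (-38.5 points). Depth at the 10 named CpGs ranged from 11 to 92 calls per library, and none of the 10 passed q under 0.01 once every library was thinned to 10 calls. Their thinned differences were still 37.5 to 45 points in size. No tested CpG passed at that depth, so this loss cannot tell stable CpGs from others. When each line was left out in turn, q stayed under 0.01 in all 4 fits near Sema4f and Ucma and in Nrap, rose above it in 1 to 3 of the 4 fits at 6 CpGs, and rose above it in all 4 fits in Cbfa2t2, where it lay between 0.0105 and 0.0400.

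limma fits of the log2 ratio of methylated to unmethylated calls, with line as a block, see the spread between replicates. They called 0 CpGs at an adjusted p under 0.05, and 117864 CpGs (5.65%) had an unadjusted p under 0.05. The smallest adjusted p of this limma fit was 0.878. The same fit recovered 0 of 600 simulated changes of 15 to 45 points, so its count of 0 does not bound the number of changes. Weighting by depth recovered 141 of 200 simulated changes of 30 points and 177 of 200 of 45 points. On the data this weighted limma fit also called 0 CpGs, with 133887 at an unadjusted p under 0.05. The simulated changes lay at CpGs of 40 to 60% and held counting error only. In the data the residual spread at group I CpGs was 1.66 times the binomial value. Recovery on the data is therefore not known and may be lower.

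The last comparison set the variance between lines against that between conditions. Per CpG, the mean square of line was 41.0, that of condition 41.5 and the residual mean square 37.3, in squared percentage points averaged over CpGs. The ratio of condition to residual was 1.11 and the ratio of line to residual 1.10. In the 7 other assignments of the labels that part every matched pair, the ratio for condition lay between 0.961 and 1.01. The condition ratio moved most when calls were thinned, to 1.04. Taking every CpG value as one observation instead, so that only shifts of the genome-wide mean count, gave an F ratio of 60.7 for line and 1.62 for condition. The F ratio for condition rested on single lines, with 9.31 without B, 3.91 without A and 0.742 without D.

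At group I CpGs, the deviation of a line from its group mean was compared between control and DKO. Pearson correlations across the 662313 CpGs, which are not independent replicates, were 0.104 in A, 0.0408 in B, 0.0367 in C and 0.0594 in D. Their mean of 0.0602 was the highest of all 24 pairings of the lines (exact permutation over pairings, one-sided p = 0.0417). With all chromosomes in the files, the mean correlation was 0.119, and without line A it was 0.0390.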

Values the study reported

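The study reported that fewer than 3000 CpGs, about 0.14%, differed significantly between DKO and control lines by Fisher's exact test at q < 0.01. It gave an F of 60.7 for cell line and of 1.6 for the knockout condition in its analysis of variance. It placed 301,588 CpGs in group M.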

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

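Of 27 sets of 4 libraries examined, 5 held a library far from the other 3, where about 1.35 are expected by chance. The tests on DKO D below were in part chosen after the values were seen: the comparison with the Dnmt3a exon and both tests on mitochondrial calls, of which the one on conversion replaced earlier ones that set group U against all mitochondrial CpGs.

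DKO D kept 19.8% of the control calls at the deleted exons of Dnmt3b, against 6.54% to 8.00% in the other lines. Sampling noise at a few CpGs is argued against by the 19 of 23 CpGs at which D lay above the other 3 lines. A difference in depth between libraries is argued against too, since scaling by calls elsewhere in the gene gave 22.6% in D. If the kept calls came from cells that recombined neither gene, DKO D should have kept the same share at the Dnmt3a exon. At that share 2.11 calls were expected and 0 were seen, too few to separate the possibilities. The excess over the other lines alone would give fewer still. A lower efficiency of TAT-Cre in line D may be behind the difference. Apart from the Dnmt3a exon, no other measure of recombination was tested here. The study itself checked the knockout by PCR of both genes and a western blot of DNMT3A in lines A to D. It also showed RNA-seq reads in which transcripts with the flanked exons were absent. Those images were not examined here. The excess did not go with a smaller methylation change in line D: at CpGs called from the other 3 lines the mean difference in the direction of the call was 4.38 points in D, against 2.99 to 3.39 points when each other line was left out in turn.

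Mean methylation over 168 mitochondrial CpGs, outside the report's comparisons, was 6.16% in DKO D and 1.67% to 2.07% in the other DKO libraries; the controls had 1.47% to 2.13%. Weighted by calls the level was 2.00% in DKO D, 1.63% to 1.70% in the other DKO libraries and 1.43% to 1.67% in the controls, so the size of the difference came from shallow CpGs. At 15 CpGs, from position 319 to 11202, DKO D exceeded 20% and the other libraries, with 792 methylated of 2088 calls (37.9%), out of 550841 mitochondrial calls in this library. None of the other libraries exceeded 14.9% at these CpGs. Reads of a nuclear copy in the reference genome are argued against, since 0 of the 15 lay in a 24-base stretch shared with the nuclear chromosomes, although 100 of the 168 did. Poorer conversion of the whole library is argued against as well, since it would raise mitochondrial CpGs at every depth. At the 42 CpGs with the most calls in the controls, mean methylation in DKO D was 1.71%, against 1.72% to 1.81% in the other DKO libraries, while at the 42 with the fewest it was 17.2%, against 1.77% to 3.05%. The median mitochondrial CpG was also higher in DKO D, at 2.37% against 1.26% to 1.61% elsewhere. Group U of the autosomes was 3.03% in DKO D and 2.81% to 2.92% in the other DKO libraries, so a slightly poorer conversion beside another source is not excluded. DNA from another source, or copies missing from the reference, stay open and were not tested, and no biological explanation was tested.

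DKO D also had the most calls of the DKO libraries, 181787280 against 107364171 to 118413061, a difference in sequencing depth. The share of CpGs with 10 to 90% methylation was 41.7% in control D, where the other controls lay between 41.97% and 41.98%, and 42.1% in DKO B, where the other DKOs lay between 41.71% and 41.76%. Both gaps are small and stand out only because the other 3 libraries lie close together; no explanation was tested.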

How the results depend on the processing

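The alternatives named here were set before the data were examined, except the 3 that are said to have been added afterwards. The tests of a cause in this part, on thinned calls and on groups set from one condition, were written before their result was seen.

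The differences in methylation level over all CpGs, in U and I and at 40 to 60% changed sign in some alternatives. The share at 10 to 90% and the 10 to 40% bin were negative and the 60 to 90% bin was positive in every alternative run, and M was positive in all but 1. With line as the replicate block (sign flips), the values of 0.0241 points over all CpGs, 0.0135 in U, -0.00958 in I, 0.0894 in M and -0.0869 for the share at 10 to 90% were unchanged by construction, and the p-values of 0.75, 0.875, 0.875, 0.5 and 0.5 stayed above 0.05, below which this test cannot go. Group I turned to 0.0165 points with at least 5 calls, 0.0198 with at least 20 calls, 0.00170 with all chromosomes, 0.127 when weighted by depth, 0.00343 with groups from the mean of 8 libraries and 0.143 with groups from the controls alone. Weighting by depth also turned the difference over all CpGs to -0.141 points. CpGs at 40 to 60% turned to 0.00182 points with at least 5 calls and 0.00661 with at least 20 calls. Weighted by depth, U, I and M differed by 0.0157, 0.127 and 0.104 points; split into parts, the difference over all CpGs was 0.0776 points from levels within the groups and -0.219 from the shares of calls per group, a calculation added after seeing the data. The negative mean thus reflects where the calls fell, not lower levels within the groups. It rested on some of the lines. The part from shares of calls was -0.594 points in D, -0.385 in C, -0.0298 in B and 0.133 in A. The weighted difference itself was -0.533 in D, -0.140 in C, -0.0765 in B and 0.184 in A. The cause of the other changes of sign was not tested. The depth-weighted difference over all CpGs is larger than the SD of 0.127 between the unweighted line differences and smaller than the SD of 0.297 between the weighted ones.

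Across the fits that each left out one line, the difference over all CpGs ran from -0.0323 (without C) to 0.0668 points (without B), U from -0.0179 (without D) to 0.0623 (without A), I from -0.121 (without C) to 0.0841 (without B), and CpGs at 40 to 60% from -0.153 (without C) to 0.0739 (without B). Without a change of sign, M ran from 0.0383 (without C) to 0.139 (without B), the share at 10 to 90% from -0.144 (without B) to -0.0401 (without A), the 10 to 40% bin from -0.281 (without C) to -0.133 (without B) and the 60 to 90% bin from 0.0211 (without C) to 0.217 points (without B). Only leaving out C turned the sign over all CpGs; in U leaving out C (-0.00633 points) or D turned it, and in I leaving out A (0.00800 points) or B. Tests of 3 against 3 cannot reach 0.05.

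Groups were also set by cuts at 10% and 90% of the mean level, in place of k-means. With cuts on all 8 libraries the differences were 0.0185 points in U and 0.0929 in M. Cuts on the control libraries alone gave differences of 0.176 points in U and -0.682 in M, both at p = 0.0286 in the exact permutation test. With cuts on the DKO libraries, added after seeing the data, U gave -0.145 and M 0.868 points. The signs turned with the libraries that set the groups, as selection on the noise of those libraries predicts, so neither is read as a change.

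The pooled Fisher's exact test called 9195 CpGs at q under 0.05 and 0 with calls thinned to 10 per CpG and library. Without one line it called from 686 (without D) to 1012 CpGs (without A), each more than 1.5 times below 1594, with 974 without B and 915 without C; fewer libraries leave fewer calls per test. Of these calls, 418 of 1012 without A, 562 of 974 without B, 542 of 915 without C and 392 of 686 without D were among the 1594, so many were different CpGs. With line as the replicate block, the Cochran-Mantel-Haenszel test called 1413 CpGs, of which 957 were among the 1594. Dividing its chi-square by the residual dispersion of group I (1.66), added after seeing the data, left 10 CpGs, 8 higher and 2 lower, all 10 among the 1594. The count therefore rests on taking calls as independent. The other thresholds, minimums and chromosome sets kept it between 1276 and 1904.

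limma called 0 CpGs under all alternatives, including no replicate block (120309 at an unadjusted p under 0.05) and the arcsine scale added after seeing the data (143399), except with thinned calls, where it called 1064. Of those, 90.6% had no residual spread at all, which levels in steps of 10 points can give by coincidence, so these calls may be an artifact of the thinning.

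The ratio of condition to residual mean square was 1.08 with at least 5 calls, 1.16 with at least 20 calls and 1.04 with thinned calls. With a line left out it ran from 1.08 (without D) to 1.09 (without B), below 1.11 each time. The mean square of condition multiplies a shared difference by the number of lines. A lower ratio with fewer lines can follow from this alone and does not show that the ratio rests on single lines. The ratio of line to residual was 1.14 with at least 20 calls, 1.21 with all chromosomes and 1.03 with thinned calls, and ran from 1.07 (without A) to 1.12 (without C). The mean correlation of matched lines in group I was 0.119 with all chromosomes and 0.0211 with thinned calls, and ran from 0.0390 (without A) to 0.0716 (without C). Ratios and correlation rose with the minimum depth and fell with thinning, so depth limits these values. The setting with all chromosomes adds CpGs outside the autosomes, 31513 of them on X, where mean methylation was 38.3% to 38.7% in A and C and 48.7% to 49.7% in B and D, in control and DKO alike. A difference between lines that both conditions share raises the line ratio and the correlation, and the condition ratio stayed at 1.11.

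The F ratio for condition over all CpG values, 1.62, was 5.03 with at least 5 calls, 2.55 with all chromosomes and 0.841 with thinned calls, and ran from 0.742 (without D) to 9.31 (without B), with 3.91 without A, so single lines set its size. The F ratio for line stayed between 47.4 (without B) and 72.7 (without A).

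Among the 10 named CpGs, no sign turned, but most settings did not test this. The CpGs were picked for the same sign in all 4 lines, which fixes the sign with any line left out. The stratified test reuses the main difference, so its sign was fixed too. Only thinning left the sign free, and the thinned differences were 37.5 to 45 points in size. In the stratified test 9 kept q under 0.01 and 1, near Mark1, did not. With thinned calls 0 of 10 did, but no tested CpG passed at that depth, so thinning does not test them. Leaving out each line in turn gave 40 fits, of which 16 lost q under 0.01: all 4 in Cbfa2t2, 3 each near Mark1 and Gm26897, 2 each in Zfand4 and Gm15723, and 1 each near Hmcn1 and in Blcap and Nnat. Fewer libraries leave fewer calls per test. Among the 10 named CpGs, blocking by line changed only the call near Mark1.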

Other observations

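Several of the tests here were chosen after the result was seen: the counts of splits for the pooled test, the comparison of rises with falls, and the comparison with the study's count. The test on CpGs 300 to 1000 bp from a call was set after CpGs within 100 bp had been looked at.

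The share of tested CpGs called by Fisher's exact test here was 0.0764%. That is lower than the value quoted from the study above. Group M held 493703 CpGs here. That is higher than the value quoted from the study above.

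The pooled Fisher's exact test was run on the other splits of the 8 libraries into 4 and 4. Of the 35 splits, 15 called at least as many CpGs as the real one, and the counts ran from 149 to 5104. Splits that keep some pair together set lines against each other and called 685 to 5104 CpGs. Only splits that part every pair compare like with like. Of these 8, the real split alone (1 of 8) reached 1594, and the other 7 called 149 to 533, where binomial draws with no spread between libraries gave 2 false calls. In the test stratified by line, again 1 of 8 splits, the real one, reached 1413, and the others called 9 to 128. Splits that swap 1 line keep part of any difference shared by the lines, and splits that swap 2 cancel it. The 4 splits with 1 line swapped called 180 to 533 CpGs in the pooled and 86 to 128 in the stratified test, and the 3 with 2 lines swapped called 149 to 317 and 9 to 33. With 8 splits no share below 1 of 8 is possible, so chance cannot be told apart from a shared difference this way. For limma, 8 of the 8 splits gave at least the real count of 0, and 2 of 8 gave at least 117864 CpGs at an unadjusted p under 0.05.

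The excess of the real split was examined further. Unequal depth of the lines is argued against, since in the stratified test the real split called 11.04 times as many CpGs as the next one. Sampling noise at single CpGs is argued against by lines left out: of CpGs called from 3 lines, 65.9% had the same sign in the line not used (2347 of 3559), from 63.5% in C to 71.7% in D, each with a Wilson interval above 50%. The size of the difference shrank from 17.9 to 19.9 points in the 3 lines used to between 2.99 and 4.38 points in the line left out, so most of the apparent size came from selection. A variant at the CpG itself is argued against by uncalled CpGs 300 to 1000 bp away, of which 60.8% had the sign of the call (12459 of 20502), with a mean of 1.68 points. Lost DNMT3A and DNMT3B activity that acts only by lowering methylation is argued against as the only cause. The 791 calls that were higher in the DKO are more than any other split that parts the pairs called in all. Rises that follow indirectly from the loss cannot be told apart this way. A small shared difference between treated and untreated cultures may remain, going both ways. The design has no Cre exposure without loxP sites, so handling and the loss of the enzymes were not separated.

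Libraries varied more than binomial draws allow. In a weighted fit at group I CpGs, the residual was 1.66 times the binomial value, against 1.01 in simulated draws, and the terms for condition and line were 2.02 and 2.07 times it, against 1.05 and 1.00. The excess was 1.13 times as large in the upper quartile of depth (median 954 calls) as in the lower quartile (median 215 calls). A spread in true levels would make it grow with depth. A constant inflation, such as calls that are copies of one molecule, is a candidate explanation; removal of duplicates is not said in the study's methods and reads were not used here. Fisher's q-values are then too small.

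limma gave more CpGs at an unadjusted p under 0.05 with the labels of line D swapped (148024) than with the real labels (117864). Line D is the only line with a deeper DKO than control library, and the pseudocount pulls shallow libraries toward 50%. On the percent scale, which has no pseudocount, the ratio fell from 1.26 to 0.865, consistent with depth acting through the pseudocount.

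Chromosome X calls were 1.20% to 1.22% of autosomal calls in lines A and C and 2.26% to 2.27% in B and D, and mean X methylation was 38.3% to 38.7% and 48.7% to 49.7%. On Y outside the end shared with X, the libraries of A and C had 23205 to 63299 calls and those of B and D 338 to 593. The lines thus differ in sex chromosomes in a way that control and DKO of a line share.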
